A study of Mus musculus with 22 samples.

How the data were processed

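Liver polyA RNA of 22 libraries was sequenced, per the labels' protocols: RNA was extracted with Trizol from flash-frozen liver and purified on MagMAX beads with DNase, mRNA was selected on Dynabeads, and strand-specific libraries were made with the KAPA mRNA-Seq kit. The submitters' processing notes name CASAVA 1.8.2, FastQC and the genome build GRCm38. The aligner, the counting tool and the annotation are not given in the sources used here, so it is not known whether strand was used in counting or how reads shared by gene copies were treated. The deposited table holds RPKM values made by the authors, with an Entrez identifier and a symbol for each of 24475 genes and 1 column per library; no replicates were pooled. RPKM values sum to 558222 to 596386 per library. In the table, 5599 genes are at 0 in every library, and 763 values lie below 1e-10, as an estimated division of shared reads can leave.

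Depth was estimated from the values. For the 5728 genes with 1 annotated transcript, the length gives what 1 read is worth, and the read total was chosen that made low values whole. Between 66.5 and 71.5% of the low values used came out whole within 0.1 of a read, where chance gives 20%, for totals of 11.1 to 17.8 M reads. For a transcript of 1 kb, 1 read is then worth 0.056 to 0.09 RPKM. The recovery was too incomplete for a count test, so no count model was used, and the totals are estimates.

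Groups came from the titles in the labels: genotype and infusion, with the running number in the title as the library's name. The numbers are unique, so nothing pairs the libraries, and the labels name no batch. No pair of columns was identical.

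Genes with a mean RPKM of at least 0.5 over the 22 libraries were tested (11590). Limma 3.58.1 in R 4.3.3 was fitted to log2(RPKM + 1) with the 6 groups in one fit and no covariate (16 residual degrees of freedom and 3.18 prior degrees of freedom), with a mean-variance trend, contrasts and Benjamini-Hochberg adjustment; a gene was called at an adjusted p under 0.05. There were 11 contrasts: 5 main ones (Gcg−/− against WT without infusion, and each dose against no infusion in each genotype), 4 others (between doses and between genotypes under infusion) and 2 interactions. SE values are limma's moderated ones; SD values are over libraries, on RPKM.

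Of 30 gene lists fixed before the data were examined, 28 with at least 4 tested genes were tested in the 5 main contrasts with camera at a preset correlation of 0.01, and again with an estimated correlation, with which no list was called in any of them. The other 6 contrasts were run through the same test, which was not planned. Fry, which tests whether a list's genes move on balance one way, called 3, 0, 0, 0 and 5 lists (Gcg−/− against WT, then 30 and 150 µg/d in WT, then 30 and 150 µg/d in Gcg−/−), and its test for change in either direction 12, 0, 4, 0 and 15. The mitochondrial genes were matched through the symbols that the file uses. Lists overlap: 14 of 22 periportal and 22 of 25 pericentral genes are on another list too. Lymphocyte markers had 3 tested genes and pancreas and adipose markers 2, too few for a test, with no gene called.

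The zonation index per library is the mean log2(RPKM + 1) of periportal genes minus that of pericentral genes, compared by an exact two-sided permutation test of the difference in means. Correlations of fold changes across genes were set beside 100 simulations of unchanged groups that share the same libraries.

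The genes named followed a rule fixed before the data were examined. For the 5 main contrasts it takes the 8 largest rises and the 8 largest falls among called genes with a log2 fold change of at least 1, a mean of at least 1 RPKM, no overlap between the groups and a gene symbol that is not a Gm, Rik or accession name. It adds up to 4 members with the smallest adjusted p of each list that camera called or of which at least 25% of members were called, and always Gcg, Gcgr, Glul, Cyp2e1, Axin2, Cyp2f2, Gls2, Sds, Pck1 and Tat. For the other contrasts it takes 4 rises and 4 falls, or the 4 smallest p where fewer than 4 were called. Not every gene it took is named, and the values of 1 gene are not reported here; genes named outside it are said to be so, as are library values of Mup20, Cyp2b9, Saa1 and sex-linked genes, which were chosen after the values were seen. Coordinates are from RefSeq genes on GRCm38, which matched 24375 identifiers.

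The fit was tested on simulated data for each contrast: values for the 11590 genes were drawn from the real means and residual spreads, with 200 genes changed. In Gcg−/− against WT without infusion, 43.3% of changes of 1.5-fold, 74.6% of 2-fold and 95.5% of 4-fold were recovered, all in the right direction, with 7 false calls among 149, and no gene was called without changes. For 30 µg/d against none in WT the shares were 35.8%, 71.6% and 90.9%, and for the interaction at 150 µg/d 19.4%, 43.3% and 90.9%. For 150 µg/d against none in Gcg−/− liver a periportal list moved by 0.5 was called at an adjusted p of 3.01e-14 with no other list. Other splits of the real libraries called up to 18 lists and 418 genes in that comparison. The simulated rates of false calls may therefore not hold for the real libraries.

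Alternatives fixed before the data were examined were pseudocounts of 0.1 and 0.5, no filter, a mean of at least 2 RPKM, median-of-ratios scaling, quantile normalization, one RPKM sum for all libraries, no mean-variance trend, array weights, only the groups compared, a periportal list without the enzymes of other lists, and each library left out in turn. Robust moderation, and leaving out libraries 4 and 13, 17 and 19, or all 4, were added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.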

Results

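Liver mRNA was measured in 22 libraries from mice that were wild type (WT) or lacked the gene for glucagon (Gcg−/−), the pancreatic hormone that acts on hepatocytes through its receptor Gcgr. Each genotype had 3 libraries without infusion, 4 with glucagon at 30 µg/d and 4 with glucagon at 150 µg/d. The series asks how glucagon contributes to liver zonation, the division of metabolic work between hepatocytes near the portal vein and those near the central vein. The deposited values are RPKM (reads per kilobase of transcript, scaled to the library's reads) for 24475 genes. The steps between low RPKM values gave an estimated 11.1 to 17.8 M reads per library, with a median of 13.8 M. Spearman's rho between replicate libraries, across genes, ranged from 0.949 to 0.989. Libraries are named by their running number in the labels, from 1 to 22. The labels do not state that each came from a separate mouse, so p-values measure the spread between these libraries. Fold changes are differences of log2(RPKM + 1), which understate changes of low genes, and a gene was called at an adjusted p under 0.05 in limma.

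Gcg itself was listed at 0 in all 22 libraries, WT included, where 1 read would have been worth 0.0732 to 0.117 RPKM. The deleted gene therefore does not check the genotype labels in this tissue. Gcgr, the receptor, stood at 89.8 ± 3.83 RPKM (SD, n = 3) in uninfused WT and 83.0 ± 11 (n = 3) in uninfused Gcg−/− liver, and it passed the limma test in none of the 5 comparisons with a control group.

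Loss of Gcg was examined first in mice without infusion. Several enzymes that break down amino acids fell. Oat, the ornithine aminotransferase (chromosome 7, 132557475 to 132576398, GRCm38), fell from 677 ± 106 RPKM in WT to 68.2 ± 14.6 in Gcg−/− liver (n = 3 each, log2 fold change −3.30 ± 0.42 SE, limma adjusted p = 0.000847). Sds, the serine dehydratase (chromosome 5, 120476547 to 120483932), fell from 131 ± 8.21 to 23.5 ± 11 RPKM. Gls2, the liver glutaminase (chromosome 10, 128194635 to 128210004), fell from 164 ± 13.8 to 31.8 ± 11.9 RPKM. In total 179 of the 11590 genes tested were called, 92 of them higher (51.4%) and 87 lower in Gcg−/−, and 49 of these by at least 2-fold on the log2(RPKM + 1) scale. The share of higher genes was 48.4% after median-of-ratios scaling, 42.1% after quantile normalization and 55.6% after rescaling all libraries to one sum.

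Of the 50 measured genes of amino acid catabolism, 10 fell and none rose in Gcg−/− liver. Besides Oat, Sds and Gls2 these included Ftcd, which acts in histidine breakdown (142.6 ± 4.52 to 80.5 ± 3.29 RPKM), and Bckdha, a subunit of the branched-chain keto acid dehydrogenase (117 ± 3.70 to 86.9 ± 4.39 RPKM). Adjusted over the list alone, 28 of the 50 were lower. Among 16 amino acid transporters Slc43a1 fell (4.22 ± 0.41 to 1.61 ± 0.09 RPKM), and 6 were lower adjusted over the list alone. The 8 urea cycle genes were called as a list although no single member was, and 5 were lower adjusted over the list alone. Ass1, argininosuccinate synthase, had 684 ± 171 RPKM against 1903 ± 231 in WT (adjusted p = 0.0633). Tat, tyrosine aminotransferase, had 211 ± 50.6 against 559 ± 74.8 RPKM (adjusted p = 0.102). Camera with a preset correlation called amino acid catabolism (adjusted p = 3.91e-19), urea cycle (0.000128) and amino acid transport (0.0312) as lower. With an estimated correlation their adjusted p was 0.282, 0.413 and 0.413, and no list was called with it in any of the 5 comparisons with a control group.

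The other called genes with the largest falls in Gcg−/−, by the naming rule, were Nnmt, which methylates nicotinamide (110 ± 9.25 to 16.9 ± 15.6 RPKM), Asns, the asparagine synthetase (12.3 ± 1.86 to 1.73 ± 0.96), Lhpp, a phosphatase (42.7 ± 6.28 to 9.72 ± 0.46), Zap70, a kinase best known from T cells (5.54 ± 0.92 to 0.97 ± 0.63), and Mmd2 (2.98 ± 0.95 to 0.06 ± 0.08). The largest rises among called genes were those of Gadd45b, a growth-arrest and stress gene (0.50 ± 0.20 to 10.3 ± 8.90 RPKM), Txnip, the thioredoxin-interacting protein (28.9 ± 11 to 141 ± 40.8), Rnaset2a (20.5 ± 6.34 to 83.1 ± 6.08), Apoa4, an apolipoprotein (26.5 ± 3.92 to 145.3 ± 138), Inhba, an activin subunit (1.94 ± 0.92 to 8.31 ± 0.35), Gadd45a, Maff and Aim1l. Rgs16 (15.7 ± 11.1 to 221 ± 79.5 RPKM) and Got1 (105.5 ± 6.58 to 14.6 ± 6.02) also differed without overlap but were not called here. Among the uninfused Gcg−/− libraries, Apoa4 was at 303.3 RPKM in library 4 and at 47.15 and 85.45 in libraries 5 and 6. Gadd45b was at 19.87 RPKM in library 4 and at 8.68 and 2.296 in libraries 5 and 6. Rnaset2a has a near-identical neighbour, so its reads could have been divided between the copies. It was at 79.65 ± 11.6 RPKM in WT at 30 µg/d and 82.88 ± 10.2 at 150 µg/d, where the log2 fold changes of Gcg−/− against WT were −0.254 and −0.733, with single Gcg−/− libraries as low as 24.3 and 18.3 RPKM.

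Of markers of other liver cells, 3 passed in uninfused Gcg−/− liver. Of 15 endothelial markers, Pecam1 (5.31 ± 0.45 to 7.28 ± 0.29 RPKM), Lyve1 (2.50 ± 0.63 to 6.60 ± 3.64) and Stab2 (10.9 ± 0.82 to 16.2 ± 1.68) rose. None of 12 Kupffer cell markers and none of 15 stellate cell and fibroblast markers passed alone; Csf1r had 25.2 ± 1.59 against 15.6 ± 2.52 RPKM, and Rgs5 had 11.2 ± 0.51 against 6.75 ± 1.10. Of these lists 7, 10 and 4 genes were higher adjusted over the list alone. Camera called all 3 lists (adjusted p = 2.18e-06, 1.09e-05 and 0.000854), and with an estimated correlation their adjusted p was 0.282, 0.457 and 0.299. The same test called 14 proliferation genes as higher (adjusted p = 0.00109), the 16 male-biased liver genes as lower (0.0125) and the 13 mitochondrially encoded genes as lower (0.0489), each with no member passing alone. With an estimated correlation the adjusted p of each of these lists was 0.901, and adjusted over the list alone 0, 3 and 0 of their genes passed. The proliferation call ended without library 4, the male-biased call without library 1 or 4, the mitochondrial call without library 2 or 6 and that of amino acid transport without library 6. Other settings ended the mitochondrial call (both other pseudocounts, no filter, a mean of at least 2 RPKM, median-of-ratios scaling, quantile normalization and a fit of the groups compared alone), the transport call (no filter and quantile normalization) and the male-biased call (array weights and the groups alone). In library 4, one of the 3 uninfused Gcg−/− livers, the male-biased genes averaged 4.89 log2 units, against 7.63 and 8.15 in libraries 5 and 6. The uninfused WT libraries 1, 2 and 3 were at 7.99, 7.54 and 7.54. The lower male-biased mean in Gcg−/− therefore rested on library 4, and without it the direction turned. Ccnd1, a cell cycle gene of the proliferation list, reached 55.9 RPKM in library 4 against 9.47 and 10.6 in libraries 5 and 6.

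The number of genes called between the genotypes depended on single libraries. It was 37, 10, 9, 16, 83 and 294 when libraries 1, 2, 3, 4, 5 and 6 were left out in turn, and 22 without libraries 4 and 13, which was tried after seeing the data. Array weights gave 945 genes, all 179 among them.

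**Figure D1:**
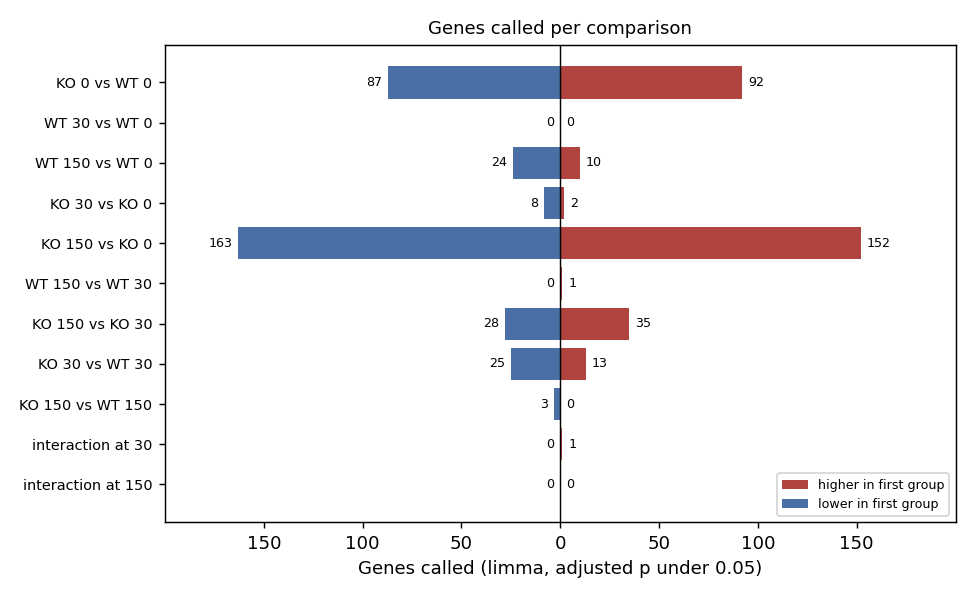
Genes called higher (right, red) or lower (left, blue) in the first group of each comparison, by limma at an adjusted p under 0.05 among 11590 genes; WT and KO (Gcg−/−) are followed by the glucagon dose in µg/d. The bars are longest for Gcg−/− at 150 µg/d against none, with 152 higher and 163 lower, and there is no bar for WT at 30 µg/d against none.

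Zonation was then summarised per library by an index, the mean log2(RPKM + 1) of 22 periportal genes minus that of 25 pericentral genes. The index was 0.88 ± 0.21 (SD, n = 3) in uninfused WT and 0.34 ± 0.53 (n = 3) in uninfused Gcg−/− liver. At 30 µg/d it was 0.87 ± 0.10 (n = 4) in WT and 0.69 ± 0.42 (n = 4) in Gcg−/−, and at 150 µg/d it was 1.36 ± 0.36 (n = 4) and 1.24 ± 0.41 (n = 4). The difference of 0.90 between 150 µg/d and no infusion in Gcg−/− had an exact two-sided permutation p of 0.0857, and that of 0.48 in WT an exact p of 0.114, where 0.0286 was the smallest p possible. For Gcg−/− against WT without infusion the exact p was 0.3, and a group size of 3 against 3 allows none below 0.1. Libraries 4 and 13, which stood apart in sex-biased genes, had the highest index of their groups (0.87 against −0.20 and 0.34, and 1.24 against 0.36 to 0.79). The difference of −0.54 between the uninfused genotypes was −0.28 without library 5, and that of 0.36 for 30 µg/d in Gcg−/− was 0.62, 0.09 and 0.17 without library 4, 5 or 13. For 30 µg/d in WT the difference was −0.01, and it lay between −0.09 without library 3 and 0.11 without library 1. None of the 5 comparisons of the index passed (exact permutation p adjusted over the 5 comparisons, 0.285 at the lowest). When the periportal side was reduced to genes outside the enzyme lists, the differences were −0.05 for Gcg−/− against WT, 0.15 for 150 µg/d in Gcg−/− and 0.25 in WT.

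The best-known landmarks of the zones did not pass the test in any of these comparisons. In uninfused WT and Gcg−/− liver, the periportal cytochrome Cyp2f2 stood at 726 ± 147 and 682 ± 172 RPKM. The pericentral glutamine synthetase Glul stood at 421 ± 14.8 and 531 ± 121, the pericentral cytochrome Cyp2e1 at 4183 ± 372 and 4457 ± 1041, and the Wnt target Axin2 at 1.84 ± 0.36 and 1.96 ± 0.29. At 150 µg/d the means of these genes were lower in both genotypes, without passing. In WT and Gcg−/− liver, Glul was then at 372 ± 47.3 and 407 ± 91.4 and Cyp2e1 at 3178 ± 438 and 3085 ± 954. Axin2 was at 1.63 ± 0.32 and 1.52 ± 0.27, and the periportal Cyp2f2 was lower too, at 666 ± 80.5 and 605 ± 77.8. Between the uninfused genotypes, the direction for Cyp2f2 turned under quantile normalization, to a log2 fold change of 0.08. In the periportal list, 3 of 22 genes fell in uninfused Gcg−/− liver (Ftcd, Gls2 and Sds) and none rose, and camera called the list lower (adjusted p = 9.09e-06, and adjusted p = 0.413 with an estimated correlation). Adjusted over the list alone, 8 were lower and 1 was higher. All of the 3 genes are also on the list of amino acid catabolism. The pericentral list was not called (adjusted p = 0.651) except without library 5, and Oat was its only member that passed, as the only one of 18 Wnt/β-catenin targets.

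**Figure D2:**
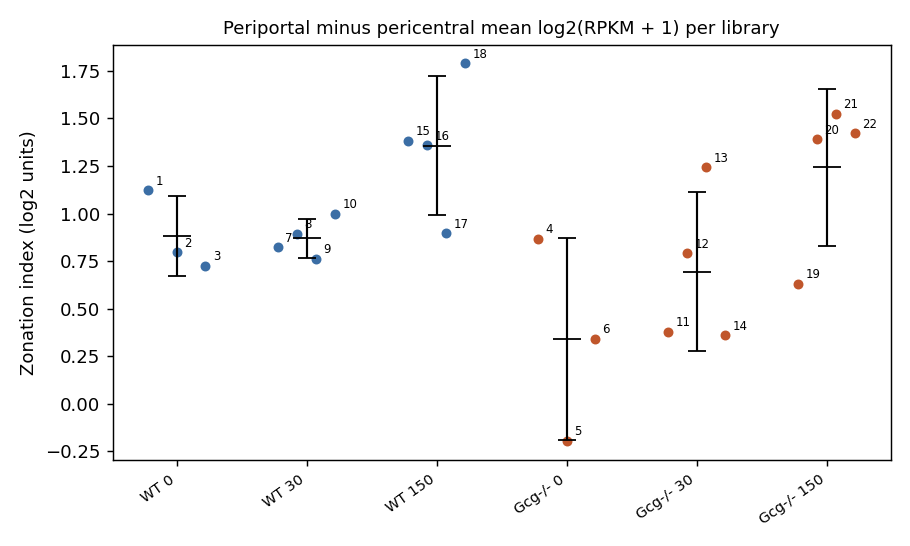
Zonation index of each library (points, with the library's number), in log2 units, by genotype (WT blue, Gcg−/− orange) and glucagon dose in µg/d; the bars are the mean and SD of 3 or 4 libraries. Library 19 lies at 0.63, below the other 3 Gcg−/− libraries at 150 µg/d, which lie between 1.39 and 1.52.

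Glucagon was returned to Gcg−/− mice at both doses. At 150 µg/d 315 genes were called against uninfused Gcg−/− mice, 152 higher (48.3%) and 163 lower, and 68 of them by at least 2-fold. The share of higher genes was 62.6% after median-of-ratios scaling and 60.3% after quantile normalization. Oat rose from 68.2 ± 14.6 to 708 ± 311 RPKM (n = 3 and 4, log2 fold change 3.21 ± 0.39 SE, limma adjusted p = 0.000715), and Nnmt (chromosome 9, 48538002 to 48607655) from 16.9 ± 15.6 to 275 ± 93.4. Gls2 rose to 175 ± 70.1 RPKM, Sds to 199.9 ± 99.1, Tat from 211 ± 50.6 to 899 ± 386, and Got1, the cytosolic aspartate aminotransferase, from 14.6 ± 6.02 to 179 ± 108. Cyp17a1, a steroid hydroxylase, rose from 0.66 ± 0.54 to 14.5 ± 12.4 RPKM, and Orm2, an acute phase protein, from 34.4 ± 22.6 to 783 ± 616. The largest falls among called genes were those of Rgs16, a regulator of G protein signalling (221 ± 79.5 to 28.2 ± 46.6 RPKM), Txnip (141 ± 40.8 to 20.1 ± 7.37), Gadd45b (10.3 ± 8.90 to 0.59 ± 0.28), Atf3, a stress-induced transcription factor (11 ± 10.2 to 0.71 ± 0.33), Hsd17b6 (255 ± 205 to 41.5 ± 17.3), Cyp2c37 (333 ± 138 to 69.9 ± 38.7), Arrdc3 (94.6 ± 3.69 to 26.3 ± 16.4) and Defb1 (6.29 ± 8.42 to 0.29 ± 0.25). Single libraries lay far apart for Defb1 in uninfused Gcg−/− liver (1.307 to 16.01 RPKM) and for Rgs16 at 150 µg/d (0.7538 to 97.64). In uninfused Gcg−/− liver they also did so for Hsd17b6 (103.6 to 487.9 RPKM), Atf3 (2.207 to 22.27) and Gadd45b (2.296 to 19.87).

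Of 50 genes of amino acid catabolism 14 rose and none fell, and of 8 urea cycle genes 4 rose, including Ass1 (684 ± 171 to 2203 ± 928 RPKM) and Asl (178 ± 30.7 to 336 ± 80.3). Among amino acid transporters 3 of 16 rose, including Slc3a1 (10.6 ± 7.36 to 40.9 ± 17.2 RPKM) and Slc38a3 (493 ± 50.6 to 834 ± 113). Of 14 gluconeogenic genes Pck1, the cytosolic phosphoenolpyruvate carboxykinase, rose (520 ± 158 to 1587 ± 385 RPKM), as did Fbp1 (369 ± 44.5 to 816 ± 202) and Got1, and Slc25a47 fell; camera did not call this list (adjusted p = 0.0717), though it did so without library 4 or 22, with array weights and with the groups alone, and adjusted over the list alone 4 were higher and 1 was lower. Of 22 periportal genes 8 rose and 1, Hsd17b6, fell; Ass1, Fbp1, Ftcd, Pck1, Gls2 and Sds were among the 8. Camera called amino acid catabolism (adjusted p = 3.85e-18), urea cycle (1.23e-06), periportal (4.14e-06) and amino acid transport (2.62e-05) as higher. With an estimated correlation their adjusted p was 0.224, 0.224, 0.36 and 0.148. Adjusted over the list alone, the counts of higher genes were 26, 6, 10 and 8, and those of lower genes 0, 0, 2 and 1.

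Among 26 genes of xenobiotic metabolism 5 fell and 2 rose. The falling cytochromes Cyp2c37, Cyp2c50 (802 ± 218 to 341 ± 126 RPKM), Cyp2c29 (1373 ± 466 to 509 ± 106) and Cyp2c54 (270.5 ± 94.0 to 87.1 ± 41.4) are also the 4 falling members of the pericentral list, whose only rising member was Oat. They belong to one multigene family with similar sequences, so reads could have been divided between them. Of 23 bile acid genes Abcb11, the bile salt export pump, fell (161 ± 26.5 to 90.7 ± 6.81 RPKM), as did Slc10a1, the bile salt uptake carrier (438 ± 73.8 to 277 ± 31.7). Camera called xenobiotic metabolism (adjusted p = 0.00118), bile acid (0.00482) and fatty acid oxidation and ketogenesis (0.0223) as lower, the last with none of 26 members passing. Of the cell type lists, endothelial (adjusted p = 0.000428, with Pecam1 lower) and Kupffer cell markers (0.0196, none passing) were called lower. With an estimated correlation the adjusted p of these 5 lists was 0.645, 0.224, 0.688, 0.36 and 0.688. Adjusted over the list alone, 11, 5, 2, 2 and 0 of their genes were lower, and 3 of xenobiotic metabolism were higher. The xenobiotic call ended without library 4, that of fatty acid oxidation without library 4 or 21 and the Kupffer call without library 5 or 20. In the uninfused libraries 4, 5 and 6 the xenobiotic mean was 6.96, 5.98 and 5.43 log2 units. The pericentral list was not called (adjusted p = 0.208), but it was called without library 4, without libraries 4 and 13, without libraries 4, 13, 17 and 19, and with array weights.

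The 25 acute phase genes were called higher as a list at 150 µg/d in Gcg−/− liver (adjusted p = 1.31e-08, and adjusted p = 0.427 with an estimated correlation), with Orm2 as the only member that passed and 10 that did so adjusted over the list alone. Mt2 had 771 ± 715 RPKM against 34.0 ± 39.0 (adjusted p = 0.0639). The mean of this list was 9.53, 7.25, 8.97 and 9.35 log2 units in libraries 19 to 22 and 7.32, 7.40 and 7.62 in the uninfused libraries 4 to 6. The male-biased list was called higher (adjusted p = 0.0196, and adjusted p = 0.688 with an estimated correlation) with no member passing and 2 higher adjusted over the list alone. Its mean was 4.89, 7.63 and 8.15 in the uninfused libraries 4, 5 and 6. In libraries 19 to 22 it was 7.36, 7.11, 7.37 and 7.60. Each of these lay below libraries 5 and 6, so the rise rested on library 4. The call ended without library 4 or 19, under median-of-ratios scaling and quantile normalization, and with array weights. The list was called again without libraries 4 and 13, where these means run lower under infusion. Without library 4, 61 genes were called at 150 µg/d, and 132, 585, 194, 115 and 74 without libraries 5, 19, 20, 21 and 22. A fit of these 2 groups alone called 1 gene, and array weights gave 770.

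**Figure D3:**
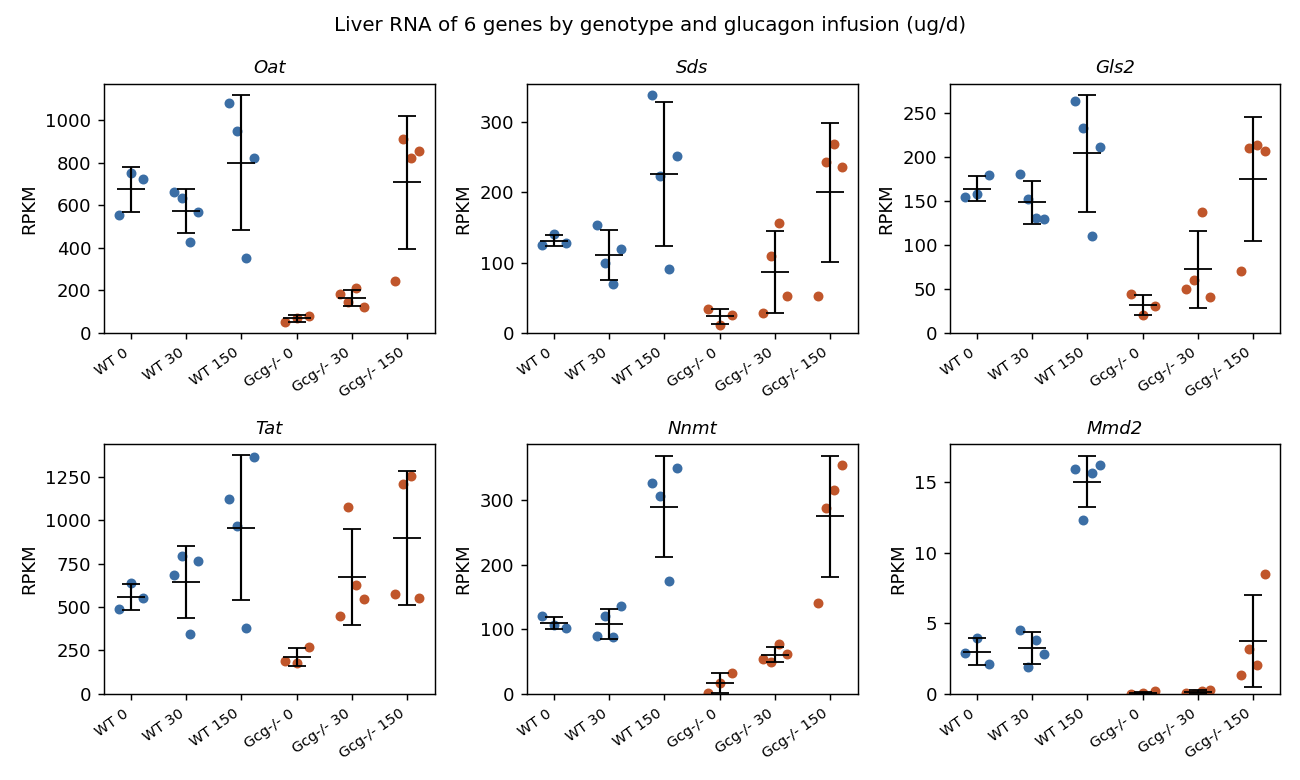
RPKM of Oat, Sds, Gls2, Tat, Nnmt and Mmd2 in each library (points), by genotype (WT blue, Gcg−/− orange) and glucagon dose in µg/d; the bars are the mean and SD of 3 or 4 libraries. Oat lies at 68.2 in uninfused Gcg−/− liver on average and at 708 at 150 µg/d, and Mmd2 at 3.75 at 150 µg/d in Gcg−/− against 15 in WT.

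At 30 µg/d 10 genes were called in Gcg−/− liver, 2 higher and 8 lower than without infusion. Txnip fell from 141 ± 40.8 to 28.9 ± 18 RPKM, Klf10, a transcription factor, from 14 ± 4.56 to 3.30 ± 1.0, Tmem51 from 7.37 ± 1.76 to 2.33 ± 0.83, Fam131c from 4.17 ± 0.34 to 1.12 ± 0.07, and Aim1l from 2.59 ± 1.32 to 0.30 ± 0.38. Atxn1 rose from 2.10 ± 0.46 to 5.77 ± 0.90 RPKM. The amino acid enzymes did not pass singly: Tat had 675 ± 278 against 211 ± 50.6 RPKM (adjusted p = 0.155), Oat 164 ± 39.7 against 68.2 ± 14.6 (adjusted p = 0.271) and Sds 86.5 ± 57.8 against 23.5 ± 11 (adjusted p = 0.337). Camera called amino acid catabolism (adjusted p = 2.61e-10), urea cycle (0.000204), periportal (0.000461), male-biased (0.000461) and mitochondrially encoded genes (0.0412) as higher. It called fatty acid oxidation and ketogenesis (1.52e-06), cholesterol synthesis (0.0217), cAMP/CREB response (0.0323) and xenobiotic metabolism (0.047) as lower. None of these 9 lists had a member that passed singly, and with an estimated correlation the lowest adjusted p was 0.737. Adjusted over the list alone, 1 gene of amino acid catabolism was higher, and 4 of the cAMP/CREB response and 2 of fatty acid oxidation were lower. Among them, Fgf21 had 0.28 ± 0.26 against 2.59 ± 2.07 RPKM, and the immediate-early gene Atf3 1.27 ± 0.76 against 11 ± 10.2. In library 13, a Gcg−/− liver at 30 µg/d, the male-biased list averaged 6.22, against 8.35, 7.93 and 8.08 in libraries 11, 12 and 14, and in the uninfused libraries 4, 5 and 6 it averaged 4.89, 7.63 and 8.15. Its call ended without library 4, as did those of the cAMP/CREB response (also without library 5, 13 or 14) and xenobiotic metabolism (also without 5, 11 or 14). The periportal call ended without library 13, cholesterol synthesis without 6 or 13 and the mitochondrial call without 6, 12 or 13. The xenobiotic call also ended with both other pseudocounts, no filter, a mean of at least 2 RPKM, one RPKM sum and the groups alone, the cAMP/CREB call with a mean of at least 2 RPKM and one RPKM sum, and the mitochondrial call with that mean and under quantile normalization. The count of 10 became 1, 6, 33 and 5 without libraries 4, 5, 6 and 12, and 3 without libraries 4 and 13. A fit of these 2 groups alone called 1 gene.

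In WT mice, which make their own glucagon, 30 µg/d gave no called gene by limma among 11590, with 657 genes at an unadjusted p under 0.05 against 580 expected by chance. The smallest adjusted p was 0.166, for Ebp of cholesterol synthesis, which had 86.1 ± 6.84 against 137 ± 3.99 RPKM. Camera called amino acid catabolism (adjusted p = 4.55e-05) and cholesterol synthesis (1.71e-05) as lower and endothelial markers (4.55e-05) and clock genes (0.0324) as higher, with an adjusted p of 0.995 for each with an estimated correlation. Their leading members were Gldc (27.0 ± 6.84 against 41.6 ± 2.61 RPKM), Ebp, Pecam1 (6.27 ± 0.59 against 5.31 ± 0.45) and Wee1 (5.78 ± 1.79 against 3.03 ± 1.07), none of which passed. One list had a call adjusted over the list alone, 1 gene of cholesterol synthesis that was lower, and none of the other 3 lists passed. Without library 9, 2 of these 4 lists were called, as the calls of amino acid catabolism and clock genes ended, the latter also without library 1, 7 or 8, with no filter, under quantile normalization, with array weights and in a fit of the groups alone.

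At 150 µg/d 34 genes were called in WT liver, 10 higher (29.4%) and 24 lower than without infusion. Cyp17a1 (chromosome 19, 46667165 to 46673000) rose from 2.64 ± 0.92 to 29.5 ± 11.4 RPKM (limma adjusted p = 0.0386). Mmd2 (chromosome 5, 142563480 to 142608936) rose from 2.98 ± 0.95 to 15 ± 1.82, and Btg3, an antiproliferative gene, from 2.21 ± 0.58 to 6.49 ± 1.5. Among the genes that fell were Clec2h (11.5 ± 1.35 to 3.68 ± 1.79 RPKM), Tymp, thymidine phosphorylase (47.5 ± 10.5 to 19.5 ± 6.01), Adck3 (106 ± 13.3 to 50.4 ± 15), Bhlhe41, a clock-linked repressor (2.86 ± 0.26 to 0.82 ± 0.15), and Gbp10, an interferon-induced GTPase (5.80 ± 0.55 to 2.33 ± 1.01). Adck3 was also at 49.1 ± 14.6 RPKM in WT at 30 µg/d and 54.5 ± 4.15 in uninfused Gcg−/− liver. Tymp was at 26.1 ± 6.95 and 29 ± 4.38 there, so both falls cannot be assigned to 150 µg/d. At 30 µg/d in WT, Clec2h, Bhlhe41 and Gbp10 stayed near uninfused WT (11.2 ± 4.34, 2.51 ± 0.56 and 5.0 ± 0.85). Of the 34 genes, 28 moved the same way in Gcg−/− against WT without infusion, which shares the uninfused WT libraries. Of 22 interferon response genes Irgm1 fell (24.7 ± 1.58 to 16.8 ± 2.42 RPKM). It was at 19.2 ± 2.9 RPKM in WT at 30 µg/d and at 18.6 ± 0.84 in uninfused Gcg−/− liver. Camera called the interferon response list lower (adjusted p = 0.0198, and adjusted p = 0.707 with an estimated correlation), and 4 were lower adjusted over the list alone. None of the 50 genes of amino acid catabolism passed: Oat was at 801 ± 318 RPKM against 677 ± 106, Gls2 at 204 ± 66.5 against 164 ± 13.8 and Sds at 226 ± 103 against 131 ± 8.21.

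Camera also called the pericentral list lower in WT at 150 µg/d (adjusted p = 0.0396). It called amino acid transport (0.0396), gluconeogenesis (0.0396), acute phase (0.0198), proliferation (0.00692) and the Kupffer cell (1.55e-05), endothelial (0.0396) and stellate cell lists (0.0396) higher. No gene of these lists passed singly; adjusted over the list alone, 1 pericentral gene was lower and 1 gluconeogenic gene higher. With an estimated correlation no list had an adjusted p below 0.707. Of the 9 lists, 3 were called without library 3, 4 without library 15 and 3 without library 18, and the Kupffer cell list alone was called whichever library was left out. The pericentral call ended without library 2, 3, 15, 17 or 18, amino acid transport without 2, 3, 15, 16 or 18, gluconeogenesis and endothelial without 3, 15, 16 or 18, acute phase without 3 or 17, stellate without 3, 17 or 18, interferon response without 2 or 15 and proliferation without 18. With a mean of at least 2 RPKM the pericentral, gluconeogenesis and proliferation calls ended, and with one RPKM sum the stellate call. The periportal list, not called (adjusted p = 0.332), was called without library 17. Cyp3a11 of the pericentral list had 347 ± 157 against 1951 ± 184 RPKM (adjusted p = 0.0896), and Pck1 had 1618 ± 632 against 808 ± 216 (adjusted p = 0.28). The acute phase mean was 9.59 in library 17 and 8.34, 7.64 and 8.27 in libraries 15, 16 and 18, against 8.67, 8.03 and 7.32 in the uninfused libraries 1, 2 and 3. The count of 34 became 4, 5, 0, 2, 5 and 19 without libraries 1, 2, 3, 15, 16 and 18, and 132 without libraries 17 and 19. It was 8 with a pseudocount of 0.1, 11 after rescaling all libraries to one sum and 438 with array weights. The share of higher genes was 54.5% after that rescaling, 52.2% after median-of-ratios scaling and 46.9% after quantile normalization.

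The doses were also compared directly. In Gcg−/− liver 63 genes were called between 150 and 30 µg/d, 35 higher (55.6%) and 28 lower at the higher dose, with 66.2% higher after median-of-ratios scaling and 72.2% after rescaling all libraries to one sum. Mt1, a metallothionein, rose from 31.0 ± 4.63 to 1010 ± 754 RPKM, Oat from 164 ± 39.7 to 708 ± 311, Asns from 0.87 ± 0.27 to 6.61 ± 2.99 and Mmd2 from 0.12 ± 0.11 to 3.75 ± 3.24. Ces2b, a carboxylesterase, fell from 5.61 ± 3.05 to 0.21 ± 0.21 RPKM, Rbbp4 from 74.4 ± 4.30 to 28.6 ± 10.5, Aox3 from 373 ± 51.7 to 173 ± 34.6, and Cyp2c50 from 708 ± 73.9 to 341 ± 126. This count was 16, 13, 122, 11, 282, 11 and 10 without libraries 11, 12, 13, 14, 19, 21 and 22, and 0 in a fit of the 2 groups alone. In WT liver Mmd2 was the only gene called between the doses (3.27 ± 1.13 to 15 ± 1.82 RPKM, adjusted p = 0.0265). It was lost without library 8, 10, 16, 17 or 18, 4 genes were called without library 9, and 941 genes had an unadjusted p under 0.05. Ebp, Dmtf1 and Srsf5 had the next smallest p and did not pass (adjusted p = 0.0619, 0.0634 and 0.0634).

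The genotypes were compared again under infusion. At 30 µg/d 38 genes were called, 13 higher (34.2%) and 25 lower in Gcg−/−, with 19.2% higher after median-of-ratios scaling and 22.2% after quantile normalization. Asns was at 0.87 ± 0.27 against 12.9 ± 8.49 RPKM in WT, Meg3, an imprinted noncoding RNA, at 0.73 ± 0.39 against 6.16 ± 2.23, Mmd2 at 0.12 ± 0.11 against 3.27 ± 1.13 and Oat at 164 ± 39.7 against 574 ± 105. Pcp4l1, Map3k13, Baiap2 and Atxn1 (5.77 ± 0.90 against 2.27 ± 0.63 RPKM) were higher. The count was 11, 24, 12, 13, 9 and 19 without libraries 7, 8, 10, 11, 12 and 14, and 94 without libraries 17 and 19. At 150 µg/d 231 genes had an unadjusted p under 0.05, where 580 would by chance if no gene differed, and 3 were called, each lower in Gcg−/−: Mmd2 (3.75 ± 3.24 against 15 ± 1.82 RPKM, adjusted p = 0.0112), Zap70 (2.82 ± 0.81 against 7.70 ± 1.02, adjusted p = 0.0175) and Robo1, an axon guidance receptor (0.84 ± 0.14 against 2.82 ± 0.56, adjusted p = 0.0112). Lncbate1 had the next smallest p (adjusted p = 0.0556). No gene was called without library 15, 16, 19 or 21, nor in a fit of the 2 groups alone.

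Of the 179 genes called between the uninfused genotypes, 148 (82.7%) differed in the same direction at 30 µg/d and 113 (63.1%) at 150 µg/d. The slope of the infused on the uninfused differences across these genes was 0.36 at 30 and 0.14 at 150 µg/d, and 12 and 3 of the genes were called again. At 150 µg/d the share with the same direction was 40.4% without library 19 and 88.9%, of the 9 genes then called, without library 3. The genes were chosen on the uninfused libraries, which draws the slope below 1 with no effect of infusion. Robo1 (chromosome 16, 72027518 to 73047491), Zap70 (chromosome 1, 36761798 to 36782821) and Mmd2 were called at all 3 doses.

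**Figure D4:**
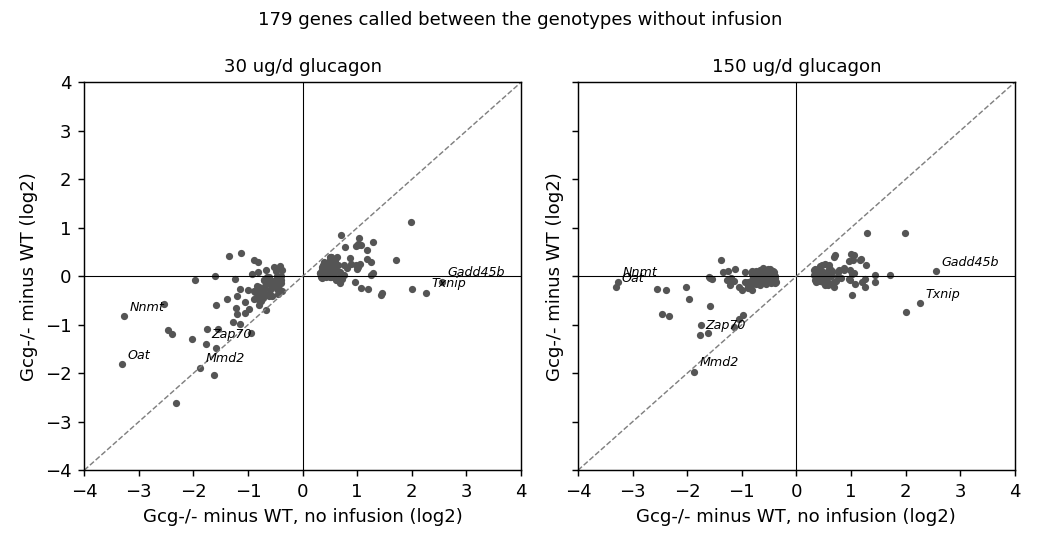
Log2 differences between Gcg−/− and WT liver at 30 µg/d (left) and 150 µg/d glucagon (right), against the difference without infusion, for the 179 genes called without infusion (points); the dashed line marks equal differences. The slope across the genes was 0.36 at 30 and 0.14 at 150 µg/d; Mmd2, at −1.88 without infusion, lies at −1.89 and −1.97.

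Genes changed by loss of Gcg were set beside those changed by 150 µg/d in Gcg−/− mice. Of the 87 genes lower in uninfused Gcg−/− liver 37 rose at 150 µg/d, where independent lists would share 1.1, and of the 92 higher genes 31 fell, against 1.3. The fold changes correlated at r = −0.725 across 11590 genes, which are not independent replicates. Both comparisons use the 3 uninfused Gcg−/− libraries, which alone gave r = −0.535 in simulations of unchanged groups. The covariance was −0.0787 against −0.0219 in the simulations. Part of the overlap may come from these shared libraries, which are too few to split.

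The response to 150 µg/d in WT and in Gcg−/− mice rests on separate libraries. Its fold changes correlated at r = 0.306 across genes (Spearman's rho 0.216). Cyp17a1, Mmd2, Btg3, Gfra1, Grn and E030018B13Rik rose in both genotypes, where independent lists would share 0.13, and Fbxo21 and Gm4952 fell in both, against 0.34; of these Gfra1, Grn, E030018B13Rik, Fbxo21 and Gm4952 were named after their values were seen. At 30 µg/d the correlation was 0.00721, and it lay between −0.0698 without library 8 and 0.135 without library 7. The test of the difference between the genotypes' responses called no gene at 150 µg/d by limma (1187 at an unadjusted p under 0.05), where Oat had the largest log2 difference among the 4 smallest p (3.07 ± 0.56 SE, adjusted p = 0.108), followed by Slc25a48, Ebp and Dab2. It called 5 genes without library 19 and 1 each without library 2, 5, 16 or 22. At 30 µg/d it called Atxn1 (log2 difference 1.59 ± 0.23 SE, adjusted p = 0.0167), a call that ended without library 1, 2, 4, 9 or 14. The count was 2 without library 5, 10 or 11 and 3 without library 6. Ebp, G530011O06Rik and Rps6ka1 followed and did not pass.

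Some libraries stood apart from the rest of their group in sex-biased or acute phase genes. Libraries 4 and 13 had Mup20, a major urinary protein of male liver, at 855 and 2370 RPKM and the female-biased cytochrome Cyp2b9 at 111 and 42.9 RPKM, where no other library exceeded 1.61. Xist was at 0.0301 RPKM or below and the Y-linked Ddx3y at 8.04 RPKM or above in all 22 libraries. Saa1, a serum amyloid A gene, was at 7150 RPKM in library 17 and 8250 in library 19, at 3780 and 5230 in libraries 21 and 22, at 4550 in library 10 (WT, 30 µg/d) and at 2490 in the uninfused WT library 1.

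**Figure D5:**
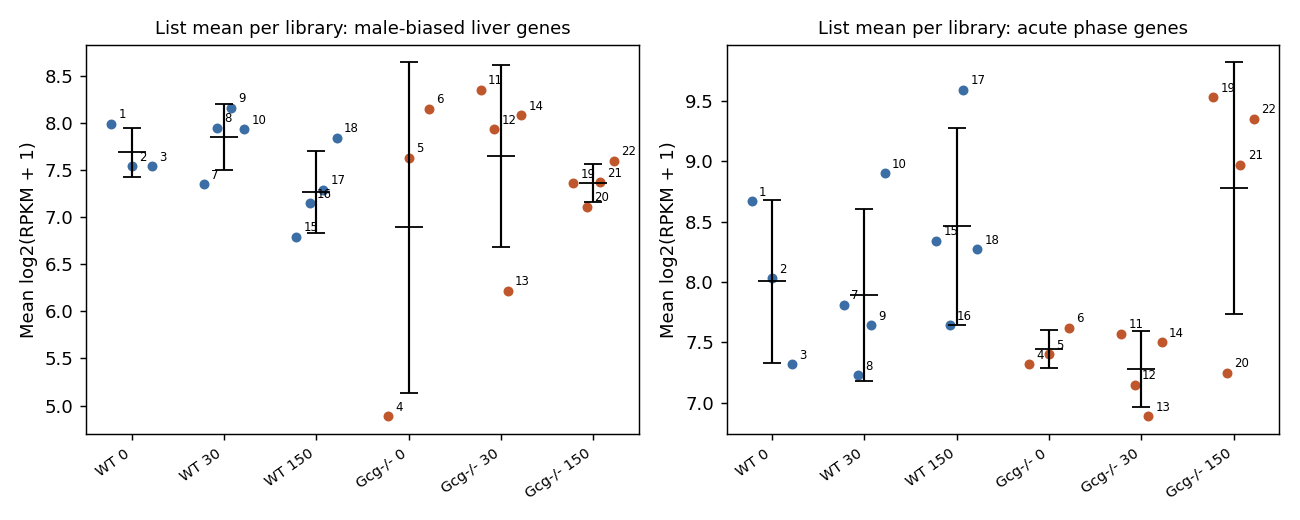
Mean log2(RPKM + 1) of the male-biased liver genes (left) and the acute phase genes (right) in each library (points, with the library's number), by genotype (WT blue, Gcg−/− orange) and glucagon dose in µg/d; the bars are the mean and SD of 3 or 4 libraries. Library 4 lies lowest for the male-biased genes, at 4.89, and libraries 17 and 19 highest for the acute phase genes, at 9.59 and 9.53.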

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

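The tests of the patterns in libraries 4, 13 and 19 were chosen after the results were seen. In the 4 infused groups, 1 library far from the other 3 was looked for in each reported gene, list mean, read total and zonation index, by a gap to the nearest other library that, as a share of the group's range, exceeded Dixon's critical value. Of 784 groups of 4 examined, 56 held such a library, where chance gives about 1 in 20 groups, or 39. Ranges in parentheses are those of the other 3 libraries of the group, and values of genes are RPKM.

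Libraries 4 and 13, both Gcg−/−, had male-biased means of 4.89 and 6.22 log2 units and female-biased means of 3.99 and 2.44. Female animals are argued against by Xist, at most 0.0294 RPKM in the pair, with Ddx3y at 14 and 14.5 RPKM. Shallow sequencing is argued against by 2 libraries with fewer reads and higher male-biased means, and RNA from another tissue by Alb, whose log2 ratio to the other libraries was 1.12 and 0.874 while the male-biased mean fell by 2.73 and 1.40. An effect of the knockout in all Gcg−/− libraries alike is argued against by the male-biased minus female-biased mean less that of WT at the same dose, which had a median of 0.368 over all 11 Gcg−/− libraries and was above 0 in 8 of them, against −5.8 and −3.26 in this pair. An effect of the knockout in some animals, possibly through the pattern of growth hormone, stays open and was not tested.

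Library 19, Gcg−/− at 150 µg/d, responded less than the other 3 of its group. On the 34 genes called at 150 µg/d in WT it scored 0.0673, against 0.225 for the lowest of those 3 and 0.0505 for the highest Gcg−/− library at 30 µg/d, so no library at 30 µg/d was out of place as its partner in an exchange. It lay 3.49 SD (0.0836, pooled within the 6 groups) above the uninfused Gcg−/− mean of −0.224, but that mean itself lay 0.218 above the uninfused WT mean, so the score follows more than infused glucagon and an absent or partial delivery stays open. An acute phase reaction could lower the response and cannot be told apart here. For this test each genotype was scored on the genes called at 150 µg/d in the other. WT libraries were thus scored on 315 genes, which include the acute phase gene Orm2, and Gcg−/− libraries on the 34. Over the 8 libraries at 150 µg/d, centred within genotype, Spearman's rho with the acute phase mean was −0.476 (exact p = 0.243). Pearson's r was −0.351 (exact p = 0.395), or −0.228 without the 2 farthest libraries. The scores rest on different genes, and 8 libraries are too few.

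Library 19 had 11 such values. Its zonation index was 0.631 (1.39 to 1.52) and its urea cycle mean 7.45 (8.28 to 8.39). Its lower genes were Asl at 215 (372 to 378), Gls2 at 70.0 (207 to 213), Got1 at 23.8 (189 to 262), Lhpp at 17 (49.2 to 55.0), Oat at 245 (822 to 910), Sds at 52.9 (235 to 269), Slc16a10 at 22.1 (30.2 to 30.9) and Slc25a15 at 42.4 (128 to 151), and Gcgr was higher at 92.3 (73.7 to 76.3).

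Library 13 had 12. Its list means were 6.11 for bile acid (6.36 to 6.40), 2.44 for female-biased (0.417 to 0.488), 6.67 for lipogenesis (5.82 to 5.90) and 2.44 for proliferation genes (1.02 to 1.24). Cdk1 was at 1.92 (0.187 to 0.372), Mcm6 at 12.2 (1.38 to 2.16), Mki67 at 1.21 (0.28 to 0.38) and Cpt1a at 118 (96.4 to 97.0). Cyp27a1 was at 185 (316 to 330), Glul at 250 (531 to 601), Kdr at 10.4 (13.9 to 14.6) and Stab2 at 11 (14.1 to 14.5).

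Library 17 had 8. Its periportal mean was 6.79 (7.58 to 7.66) and its endothelial mean 3.18 (3.30 to 3.32). Asl was at 218 (392 to 441), Ass1 at 1240 (2630 to 2810), Cps1 at 709 (1250 to 1360), Dmtf1 at 3.90 (3.51 to 3.57), Fcgr2b at 25.9 (31.5 to 31.8) and Mup21 at 139 (254 to 280).

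Other libraries had 4 or fewer. In WT at 30 µg/d, library 7 had Bhlhe41 at 3.35 (2.19 to 2.29), Ces2b at 0.122 (1.67 to 2.16) and Rnaset2a at 62.5 (82.4 to 86.9), library 9 had Hamp at 260 (739 to 776) and Nr0b2 at 38.2 (26.8 to 28.1), and library 10 had 13.8 M reads (12 to 12.2). In Gcg−/− at 30 µg/d, library 11 had Gadd45b at 3.37 (0.189 to 0.362) and Rnaset2a at 24.3 (87.6 to 97.5). Library 12 had Adck3 at 63.8 (42.5 to 44.9), Folr2 at 8.34 (11.1 to 11.7), Mt2 at 21.8 (9.88 to 10.6) and Pck1 at 1680 (794 to 885), and library 14 had Gpr182 at 12.7 (15.3 to 15.5) and Lss at 12.3 (8.42 to 8.74). In WT at 150 µg/d, library 15 had Pmvk at 19.2 (27.8 to 29.5), library 16 had Cd5l at 47.6 (70.2 to 72.0) and Mmd2 at 12.3 (15.6 to 16.2), and library 18 had Cdk1 at 1.60 (0.575 to 0.614), Ces2b at 0.939 (0.152 to 0.236) and Marco at 4.69 (6.45 to 6.75). In Gcg−/− at 150 µg/d, library 20 had Atxn1 at 3.96 (2.59 to 2.68), Csf1r at 12.6 (17.8 to 18.7), Haao at 304 (254 to 257) and Itih3 at 359 (844 to 932), and library 21 had Hand2 at 3.05 (2.66 to 2.70).

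The response of Atxn1 to 30 µg/d differed between the genotypes by a log2 difference of 1.59 (limma adjusted p = 0.0167).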

How the results depend on the processing

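Robust moderation and leaving out libraries 4 and 13, 17 and 19, or all 4 were chosen after the results were seen. Counts below are of genes called by limma, and KO stands for Gcg−/−. Robust moderation and no mean-variance trend moved no count of called genes by more than 1.5 times, and no scaling moved the median of all genes by over 0.1. Of 91 called results of single named genes, a fit of only the groups compared lost 70 and no filter 31. A pseudocount of 0.1 lost 16, quantile normalization 11 and array weights 1, while array weights gained 47 of the 180 that were not called. Leaving out libraries 4 and 13 lost 36 of the 91, leaving out all 4 lost 24 and leaving out 17 and 19 lost 5. These fits gained 7, 24 and 23 of the 180, in that order. The exact permutation p of the zonation index lay between 0.1 and 0.8 for KO against WT, 0.267 and 1 for 30 µg/d in WT, 0.0857 and 0.267 for 150 µg/d in WT, 0.1 and 0.886 for 30 µg/d in KO and 0.0667 and 0.657 for 150 µg/d in KO. The estimated 11.1 to 17.8 M reads limit genes near 0.5 RPKM most. Where a value below differs, the cause was not tested. Fits that left libraries out also had fewer libraries, and whether this moved their values was not tested either.

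A pseudocount of 0.1 gave 8 genes for 150 µg/d in WT, 0 between the doses in WT, 1 between the genotypes at 150 µg/d, a zonation difference of 0.00305 for 30 µg/d in WT and a correlation of 0.251 between the responses at 150 µg/d. A pseudocount of 0.5 gave 0 genes between the doses in WT. No filter gave 17 for 150 µg/d in WT, 5 and 39 between the doses in WT and KO, 14 between the genotypes at 30 µg/d and 2 for the interaction at 30 µg/d. For 30 µg/d in WT, the zonation difference turned to 0.000522 with a mean RPKM of at least 2, 0.00375 under quantile normalization and 0.0169 with periportal genes outside the enzyme lists, and Glul turned to a log2 fold change of 0.00477 under median-of-ratios scaling, 0.0101 with one RPKM sum for all libraries and 0.0451 with array weights. Quantile normalization turned Cyp2f2 for KO against WT to 0.0826. One RPKM sum for all libraries gave 11 genes for 150 µg/d in WT and 2 between the doses in WT.

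Array weights gave 945 genes for KO against WT, 4 and 438 for 30 and 150 µg/d in WT, 21 and 770 in KO, 12 and 541 between the doses in WT and KO, 86 between the genotypes at 30 µg/d, and 11 and 66 for the interactions at 30 and 150 µg/d. A fit of only the groups compared gave 1 gene for 30 µg/d in WT, 1 for 30 and 1 for 150 µg/d in KO, 3 and 0 between the doses in WT and KO, 12 and 0 between the genotypes at 30 and 150 µg/d and 0 for the interaction at 30 µg/d.

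Without libraries 4 and 13 there were 22 genes for KO against WT, 3 and 93 for 30 and 150 µg/d in KO, 5 and 201 between the doses in WT and KO and 0 for the interaction at 30 µg/d. The responses at 150 µg/d then correlated at 0.354, 77.3% of these 22 genes kept their direction at 150 µg/d, and Axin2 at 30 µg/d in KO turned to 0.0240. Without libraries 17 and 19 there were 339 genes for KO against WT, 132 for 150 µg/d in WT, 19 and 686 for 30 and 150 µg/d in KO, 40 and 361 between the doses in WT and KO, 94 and 0 between the genotypes at 30 and 150 µg/d and 5 for the interaction at 150 µg/d, with 54.0% of these 339 genes keeping their direction at 150 µg/d. Without all 4 there were 1 and 195 genes for 30 and 150 µg/d in WT, 96 and 573 between the doses in WT and KO, 180 and 0 between the genotypes at 30 and 150 µg/d and 0 and 14 for the interactions. The responses then correlated at 0.379, 89.2% of the genes then called without infusion kept their direction at 30 µg/d, and Axin2 at 30 µg/d in KO was again at 0.0240.

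Leaving out 1 library at a time gave 9 (without library 3) to 294 (without 6) genes for KO against WT, 0 to 0 for 30 µg/d in WT, 0 (without 3) to 48 (without 17) for 150 µg/d in WT, 1 (without 4) to 33 (without 6) for 30 µg/d in KO and 61 (without 4) to 585 (without 19) for 150 µg/d in KO. Between the doses it gave 0 (without 8 and others) to 4 (without 9) in WT and 10 (without 22) to 282 (without 19) in KO, between the genotypes 9 (without 12) to 45 (without 9) at 30 and 0 (without 15 and others) to 4 (without 22) at 150 µg/d, and for the interactions 0 (without 1 and others) to 3 (without 6) at 30 and 0 to 5 (without 19) at 150 µg/d. Lists called by camera numbered 8 to 12 for KO against WT, 2 (without 9) to 5 and 3 (without 3 or 18) to 12 for 30 and 150 µg/d in WT, and 7 to 10 and 10 to 14 in KO. The share keeping their direction, of the genes that each fit called for KO against WT, was 70.0 to 88.9% at 30 and 40.4 (without 19) to 88.9% (without 3) at 150 µg/d, and the responses correlated at −0.0698 (without 8) to 0.135 (without 7) and 0.240 to 0.354. The zonation difference was −0.809 to −0.278 for KO against WT, −0.0907 to 0.108 and 0.331 to 0.628 for 30 and 150 µg/d in WT, and 0.0887 to 0.620 and 0.638 to 1.17 in KO.

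Single genes that turned when 1 library was left out were, for KO against WT, Cyp2e1 (−0.113 to 0.183) and Cyp2f2 (−0.288 to 0.0746). For 30 µg/d in KO they were Axin2 (−0.284 to 0.104), C6 (−0.156 to 1.95), Cyp2e1 (−0.0565 to 0.240), Gcgr (−0.165 to 0.0177) and Glul (−0.373 to 0.123). For 30 µg/d in WT they were Cyp2f2 (−0.0447 to 0.241) and Glul (−0.0286 to 0.0440), and Cyp2f2 also turned for 150 µg/d in WT (−0.246 to 0.0393) and KO (−0.326 to 0.0360).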

Other observations

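The list tests between doses, between genotypes under infusion and of the interactions were chosen after the results were seen, as were the tests of splits against separate libraries; the test of DNA around Gcg and the other splits of the libraries were not. Stellate cell and fibroblast markers were higher in infused Gcg−/− than in infused WT liver as a list. At 150 µg/d all 15 had a positive log2 fold change (camera adjusted p = 8.25e-09, and adjusted p = 0.0316 with an estimated correlation), though none passed alone and 1, Des of contractile cells (1.94 ± 1.05 against 0.918 ± 0.159 RPKM, n = 4 each), did so adjusted over the list alone. At 30 µg/d the adjusted p was 5.66e-06, and adjusted p = 0.137 with an estimated correlation, with 4 higher adjusted over the list alone, among them the collagens Col3a1 (13 ± 5.74 against 7.0 ± 1.0 RPKM) and Col1a2 (4.66 ± 0.858 against 3.20 ± 0.202). Fry did not call the list at 150 µg/d (adjusted p = 0.176).

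Acute phase genes were higher at 150 than at 30 µg/d in Gcg−/− liver (camera adjusted p = 3e-12, and adjusted p = 0.454 with an estimated correlation), with 2 of 25 passing alone and 16 adjusted over the list alone. Amino acid catabolism was called in the interaction at 150 µg/d (adjusted p = 1.63e-15, and adjusted p = 0.461 with an estimated correlation; 7 of 50 adjusted over the list alone and none over all genes) and at 30 µg/d (adjusted p = 8.85e-14, and adjusted p = 0.927 with an estimated correlation; none adjusted over the list alone). Lists that camera did not call in the 5 comparisons with a control group had these lowest adjusted p: Wnt/β-catenin targets 0.338, glycolysis and glycogen 0.128, lipogenesis 0.0916, integrated stress response 0.345, female-biased liver genes 0.0801, cholangiocyte 0.619, neutrophil and monocyte 0.129 and erythroid markers 0.519. The responses to both doses in Gcg−/− mice correlated at r = 0.609 across genes, against 0.57 in simulations of unchanged groups that share the uninfused libraries, with a covariance of 0.0521 against 0.0218.

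Genes that differ between the genotypes at more than 1 dose could reflect DNA of the strain in which Gcg was altered, carried along with the locus (chromosome 2, 62474530 to 62483653, GRCm38). Of the 12 genes called between the genotypes at 2 or more doses, no infusion included, 0 lay within 20 Mb of Gcg. Of the 179 called without infusion, 1 did (Dnajc10, log2 fold change 0.44), or 0.559%, against 0.837% of the genes tested (Fisher's exact p = 1). Passenger DNA near Gcg is thereby argued against as the source of most of these calls. The loss of the other products of the Gcg gene stays open and was not tested.

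Other splits of the same libraries were fitted in the same way. For Gcg−/− against WT without infusion 10 splits are too few for a share under 0.05. The real split gave 179 genes and the highest other 0, and 10 lists against 15. The genotypes at 30 µg/d rest on separate libraries, where 148 of the 179 genes (82.7%) differed in the same direction. Leaving out 1 library gave 70.0 to 88.9%. Without libraries 4, 13, 17 and 19, 89.2% of the genes then called without infusion kept their direction. The differences at 0 and 30 µg/d correlated at r = 0.402 across genes, against 0.00337 (SD 0.0371) in simulations of unchanged groups. This r was not recomputed without libraries 4 and 13, which stood apart alike in these Gcg−/− groups and could raise it. At 150 µg/d r was 0.0853, against 0.000107 (SD 0.0394), and 63.1% kept their direction. The shares that kept their direction at 30 µg/d argue against chance for the 179 genes as a set, though other splits were not scored this way. For the 34 genes at 150 µg/d in WT, 1 of 35 splits, the real one, gave as many and the highest other gave 3. However, 0 genes were called without library 3 and 2 without library 15, so chance is not excluded. For the 38 genes between the genotypes at 30 µg/d, again 1 of 35, the real one, gave as many, with 4 in the highest other. The lowest count there on leaving out 1 library was 9, without library 12. The counts argue against chance but do not exclude it. A share of 1 of 35 is the smallest that these splits allow, and 11 contrasts were fitted. Chance cannot be excluded for 150 µg/d against 30 in WT (5 of 35, 1 against 7) or for the interaction at 30 µg/d (8 of 100, 1 against 2). For 150 µg/d in Gcg−/−, 2 of 35 gave as many as 315, and the one other, which set library 19 with the uninfused libraries 4, 5 and 6, gave 418. Set against the response of the separate WT libraries, 1 of these 35 splits, the real one, correlated as strongly across genes (r = 0.306, and 0.286 in the highest other). That margin is within the range of 0.240 to 0.354 that leaving out 1 library gave, so the splits alone leave chance open. Simulations of unchanged groups gave r = −0.000855 (SD 0.0327), a spread too narrow to cover the 0.286 of another split. The simulations therefore do not set the chance range for the real libraries. Of the 34 genes called in WT, 32 moved the same way in Gcg−/− liver. Of the 315 called in Gcg−/−, 252 moved the same way in WT. Other splits were not scored by these shares, so chance stays open for the response that the genotypes share. For the genotypes at 150 µg/d, 2 of 35 gave as many as 3, with 7 in the highest other, so the count alone cannot exclude chance. Of these splits taken in both directions, 1 of 70, the real one, called 3 of the 179 genes called without infusion the same way, and the highest other called 0. These were Robo1, Zap70 and Mmd2, whose calls prompted the test. No gene was called without library 15, 16, 19 or 21, so that test does not exclude chance. Separate libraries repeated the differences at 0, 30 and 150 µg/d. The log2 fold changes were −1.14, −0.98 and −1.05 for Robo1 and −1.77, −1.39 and −1.21 for Zap70. For Mmd2 they were −1.88, −1.89 and −1.97, and the SE lay between 0.151 and 0.338. Independent lists would share 0.023 genes lower at both 0 and 150 µg/d, against these 3. These values argue against chance for these 3 genes. In Gcg−/− at 30 µg/d, 2 of 35 gave as many as 10, so chance cannot be excluded, and the split that exchanged libraries 6 and 13 gave 192. Between the doses in Gcg−/−, 2 of 35 gave as many as 63, so it cannot be excluded either, and the split that exchanged libraries 13 and 19 gave 251. For 30 µg/d in WT and the interaction at 150 µg/d the real count was 0, which all 35 and all 100 splits reach whatever the data, so these splits say nothing on chance; the highest others gave 1 and 477. The splits that gave 192 and 251 genes called several times the real count, which points to a structure of the samples. The split with 477 left libraries 19 to 22 together as labelled. For lists, chance cannot be excluded at 30 µg/d in WT (30 of 35, 4 against 13), 150 µg/d in WT (15 of 35, 9 against 12), 30 µg/d in Gcg−/− (9 of 35, 9 against 15) or 150 µg/d in Gcg−/− (18 of 35, 11 against 18), and 5 of the 10 splits between the uninfused genotypes gave at least 10.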
